A study of Mus musculus with 2 samples. Its data were reported in "Deficiency of myeloid PHD proteins aggravates atherogenesis via macrophage apoptosis and paracrine fibrotic signalling" (2021).

How the data were processed

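Single-cell RNA sequencing was carried out on pooled aortic arches of mice lacking the low-density lipoprotein receptor (LDLr), a background that develops atherosclerosis on a high-cholesterol diet. In 1 group, prolyl hydroxylase domain protein 2 (PHD2, gene Egln1), the oxygen sensor that marks hypoxia-inducible factor (HIF) for degradation, was deleted in myeloid cells with LysM-Cre (PHD2cko). The other group kept PHD2 (PHD2 WT). The mice were fed a diet with 0.25% cholesterol for 20 weeks, by the extraction protocol and the study's own single-cell methods. The treatment protocol in the labels gave 6 to 12 weeks. Arches were then pooled by genotype (11 mice with and 9 without myeloid PHD2), digested to single cells and sorted for living cells. Each pool gave 1 library on the 10x Genomics Chromium platform, which reads a tag at the end of the transcript next to the poly-A tail together with a unique molecular identifier (UMI).

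The table deposited by the authors holds raw UMI counts per gene and cell, made with Cell Ranger 3.1 on the mouse genome mm10. Its values were whole numbers, and column sums differed between cells. It held 31053 genes and 3531 barcodes, including cells that fell outside the gene and mitochondrial limits stated by the study, so those limits were applied here. Cells with 500 to 4000 detected genes and less than 7.5% mitochondrial UMIs were kept, which left 2770 cells. Every column belonged to one of the 2 libraries. The study set these limits against doublets and dead cells, and no further doublet removal was made for the primary values. Scrublet was run with scanpy 1.11.5 and an expected rate of 2% on cells with at least 500 genes and a mitochondrial share under 20%. It called 11 of 1768 cells (0.622%) in PHD2 WT and 4 of 1241 cells (0.322%) in PHD2cko, and removal of called cells was tried as an alternative.

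Cells were integrated and clustered with Seurat 5.3.0 in R 4.3.3, where the study used an earlier release of Seurat. The steps were log-normalization to 10000 UMIs, 2000 variable genes, anchors on 20 dimensions, 25 principal components, and clustering at resolution 0.1 for all cells and 0.5 for myeloid cells alone. A set of 141 features, below called the compared genes, was kept out of the variable genes, so that clusters did not rest on them. It held Spp1, Egln1 and the signature, HIF target (with Bnip3), glycolysis, collagen, erythroid, immunoglobulin, mitochondrially encoded and sex-linked lists. The other lists, such as foam cell, inflammatory, interferon-induced and proliferation genes, were not kept out. Their members could shape the clusters, and some were also naming markers. Clusters were taken as myeloid from mean levels of Ptprc, Lyz2 and Cd68 and named from fixed marker lists: the list with the most members among the 30 genes most enriched in the cluster gave the name, at least 3 of its markers had to be detected in more than 10% of cells, and no other list could have more members among the top 10. Names stand for resemblance to these markers. Naming gave 9 clusters at the first level and 11 within the myeloid cells.

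UMIs were summed over the cells of a class in each library and scaled to the total UMIs of the class, giving CPM (UMIs per 1e6 UMIs). The ratio of PHD2cko over PHD2 WT was given an exact 95% interval conditional on the summed counts, CPM an exact Poisson interval, and shares of cells an exact Clopper-Pearson binomial interval. With 1 library per group these intervals cover counting error only and hold nothing of the variation between mice, pools or libraries. No test between the genotypes was possible, so no p-value and no number of changed genes is given, and no replicate check exists for any difference. For a gene with no UMI in 1 library, the ratio was bounded with a floor of 3 counts over the class.

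Gene groups were 22 lists fixed before the data were examined, as were the clustering rules, the comparisons and most alternatives. They were the study's signature of genes induced in cultured bone marrow-derived macrophages (BMDM) lacking PHD2, HIF targets outside glycolysis, glycolysis, nuclear oxidative phosphorylation genes, pro-apoptotic and anti-apoptotic genes, inflammatory NF-kB genes, interferon-induced genes, MHC class II, TREM2/foam cell lipid genes, pro-fibrotic ligands, matrix proteases and inhibitors, collagens, non-collagen matrix genes, contractile genes, proliferation, dissociation and immediate-early genes, and control lists of erythroid, immunoglobulin, neutrophil granule, mitochondrially encoded and sex-linked genes. The signature came from cultured cells of the same study, not from these libraries. A member counted as measured with at least 20 UMIs over both libraries in the class. The median log2 ratio of the measured members was given with a 95% interval from 1000 Poisson redraws of the counts and with its percentile among 10000 random lists matched on expression in 20 bins. A list of 22 glucocorticoid-induced genes was written after the data were seen.

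Genes were named by a fixed rule. In macrophages these were Egln1, Egln2, Egln3, Hif1a, Epas1, Bnip3, Spp1, Trem2 and Tgfb1; the 2 highest and 2 lowest measured members of each list with at least 5 measured members; and up to 10 genes each way with the largest ratio among genes with at least 100 UMIs whose interval lay wholly beyond 1.5-fold and whose direction was shared by every subset with at least 30 cells in each library. In other classes the rule took up to 5 genes each way, without the condition on subsets. Mitochondrial, ribosomal protein and predicted genes were left out of the last part. Further members of the lists were chosen as examples after their values were seen, as were the members of the glucocorticoid list, the light-chain genes outside macrophages and the endothelial genes named in the neutrophil cluster.

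The signature was also scored per cell as the area under the recovery curve over the top 5% of ranked genes (AUC), with Bnip3 and Spp1 left out and each cell thinned to 2000 UMIs, and summarised by medians and standard deviations (SD). Cells with fewer UMIs than the thinned depth were left out, at 2000 UMIs 174 of 1601 in PHD2 WT and 166 of 1169 in PHD2cko. Selection by the score used the score of unthinned cells and was examined with the upper quartile of all macrophages and with that of PHD2cko macrophages alone. Alternatives were TMM normalization, totals without mitochondrial, ribosomal, erythroid and immunoglobulin genes, mean per-cell CPM, differences of mean log-normalized values and thinning. Others were limits of 5 or 50 UMIs for a measured gene, looser and stricter cell filters, doublet removal, no integration, clustering with the compared genes and resolution 1. The last were the same subset weights (pooled cell shares) in both libraries, and removal of shared list members or of the 5 cells richest in Bnip3 or Spp1. Gene positions were taken from GENCODE vM21 on GRCm38, the assembly of mm10; the annotation version used by Cell Ranger was not given. Values were computed with Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 and drawn with matplotlib 3.10.9. The comparison was tested on simulated data made by redrawing the pooled macrophage sums at the depth of each library with known folds. The interval held the true fold for 95.6% to 98% of genes. It lay off 0 for 64.4% of genes with a true fold of 0.5. A list of 20 genes with a true log2 ratio of 0.585 gave a median of 0.48 [0.37–0.57], an interval that missed the true value. Of 100 lists with no change, 3 lay outside the central 95% of random lists. The simulation held no spread between cells, so it does not cover genes concentrated in few cells.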

Results

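The cells of atherosclerotic aortic arches from PHD2 WT and PHD2cko mice were compared to ask what loss of the oxygen sensor PHD2 in myeloid cells changes in plaque macrophages and in the cells around them. There was 1 library per genotype. The PHD2 WT library held 2087 barcodes with 12354659 UMIs in all, a median of 5130 UMIs and 1978 genes per barcode. The PHD2cko library held 1444 barcodes with 6781720 UMIs, a median of 3783.5 UMIs and 1595 genes. After the gene and mitochondrial limits, 1601 PHD2 WT cells (76.7%) and 1169 PHD2cko cells (81.0%) were kept, with medians of 6182 and 4616 UMIs. A mitochondrial share of 7.5% or more was found in 11.2% of PHD2 WT barcodes and 6.93% of PHD2cko barcodes.

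Myeloid cells formed 40.5% [95% interval 38.1–42.9] of the kept PHD2 WT cells and 40.2% [37.4–43.1] of the kept PHD2cko cells, and macrophages formed 67.4% [63.7–71.0] and 70.2% [65.9–74.3] of the myeloid cells. Within macrophages, the resident subset, marked by genes of tissue-resident macrophages of the vessel wall, had the larger share in PHD2cko, with 36.7% [31.5–42.1] against 28.1% [24.0–32.6]. TREM2hi macrophages, the lipid-laden foam cells of plaques, had the smaller share, with 20.6% [16.4–25.4] against 27.7% [23.5–32.1]. Inflammatory macrophages made up 29.7% [25.5–34.3] in PHD2 WT and 26.1% [21.4–31.2] in PHD2cko. Macrophages resembling those of body cavities made up 12.1% [9.22–15.6] and 13.9% [10.4–18.2], and interferon-inducible (IFNIC) macrophages 2.29% and 2.73%. Monocytes formed 14.5% and 13.6% of myeloid cells, neutrophils 5.71% and 6.38%, monocyte-derived and conventional dendritic cells (MoDC/cDC2) 5.86% and 4.89%, mature dendritic cells 2.47% and 1.06%, and proliferating cells 4.01% and 3.83%. Outside the myeloid lineage, fibroblasts formed 33.1% [30.8–35.5] of kept PHD2 WT cells and 24.6% [22.1–27.1] of kept PHD2cko cells, and smooth muscle cells 11.6% [10.1–13.3] and 6.33% [5.0–7.88]. Endothelial cells had the larger share in PHD2cko, with 21.8% [19.5–24.3] against 12.4% [10.8–14.1], as did T cells (3.68% against 1.31%) and B cells (3.42% against 1.12%). These shares depend on the yield of each pool after digestion, for which no second pool gives a spread.

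**Figure D1:**
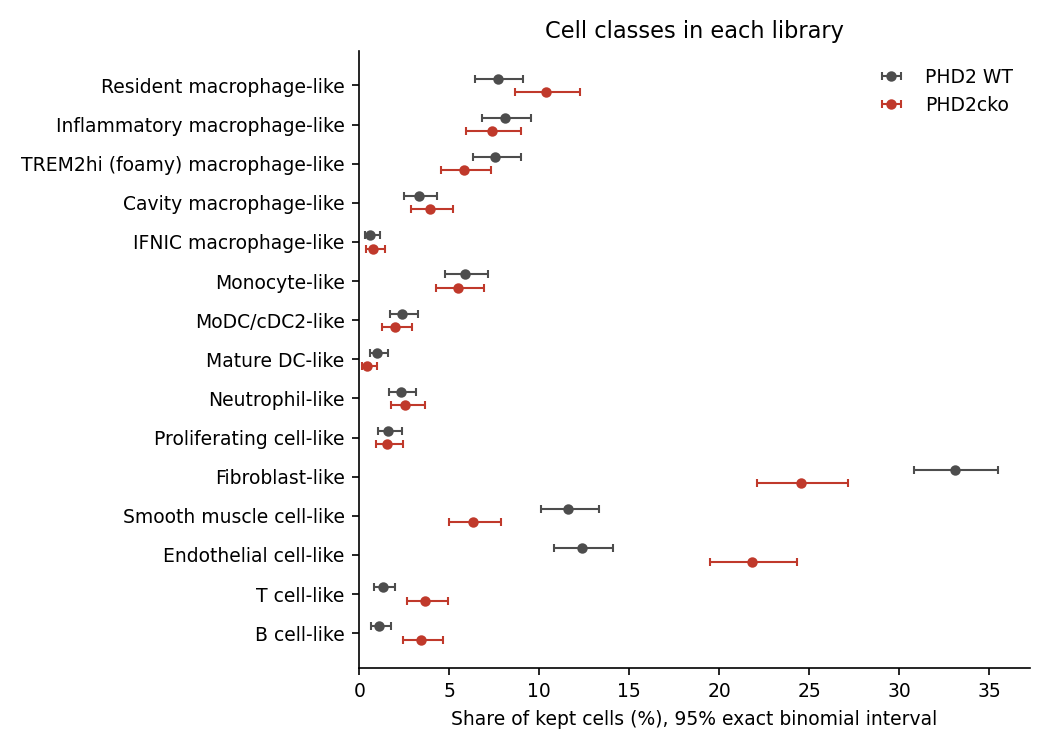
Share of all kept cells per class in percent, with exact 95% binomial intervals, for PHD2 WT (grey) and PHD2cko (red), 1 library each. Endothelial cells had the larger share in PHD2cko (21.8% against 12.4%), and fibroblasts and smooth muscle cells the smaller.

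The oxygen sensors were followed in macrophages to see what the deleted gene and its relatives show at the RNA level. Egln1, which encodes PHD2 and lies on chromosome 8 at 124908587–124949324 (GRCm38, minus strand, 5 exons), had 35 UMIs in 437 PHD2 WT macrophages and 24 UMIs in 330 PHD2cko macrophages. Its level was 11.3 and 12.6 CPM, a ratio of 1.11 [0.634–1.93], while with cells thinned to 2000 UMIs the log2 ratio of Egln1 in macrophages was -1.35 from 7 and 2 UMIs. Egln2, which encodes the related sensor PHD1, had a ratio of 1.13 [0.871–1.46]. Egln3, which encodes PHD3 and is itself induced by HIF, had 1 UMI in PHD2 WT and 23 in PHD2cko, a ratio of 37.4 [6.07–1540]; 15 of the 23 UMIs lay in 1 small cluster of cavity macrophages. Hif1a transcripts, which encode the alpha subunit of HIF1, had a ratio of 0.648 [0.489–0.852] in macrophages, carried by cavity macrophages with 76 and 13 UMIs. Without these its log2 ratio was -0.13, and in TREM2hi macrophages the ratio was 1.23 [0.663–2.22]. Epas1, which encodes the alpha subunit of HIF2, had 6 and 8 UMIs. The reads lie at the end of the transcript and the position of the deleted part of Egln1 was not given, so the Egln1 ratio was not read as a measure of the deletion.

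HIF target genes and glycolytic genes were higher in PHD2cko macrophages. Of the HIF targets outside glycolysis, 20 of 26 measured genes were higher, with a median log2 ratio of 0.52 [0.40–0.77] that lay above all matched random lists (percentile 100). Ddit4, an inhibitor of mTORC1 signalling, was 13.4-fold higher [8.62–22.0] but is also induced by glucocorticoids, was 2.43-fold higher [2.09–2.83] outside the myeloid lineage and had only 7 and 8 UMIs in TREM2hi macrophages. Ankrd37 was 7.51-fold higher [4.65–12.7]. The collagen prolyl hydroxylase gene P4ha2 was 3.38-fold higher, the stress response gene Ndrg1 3.0-fold and the glucose transporter gene Slc2a1 2.37-fold, while Car9, which encodes a carbonic anhydrase, and the cyclin gene Ccng2 had ratios of 0.424 [0.141–1.07] and 0.755 [0.520–1.08]. Of the glycolysis genes, 18 of 19 were higher, with a median of 0.91 [0.64–0.97] (percentile 100). Slc16a3, the lactate exporter MCT4, was 3.82-fold higher [3.04–4.82], the phosphofructokinase gene Pfkl 3.43-fold [2.66–4.43], Pgk1 2.70-fold and Ldha 1.97-fold. Pfkfb4, which encodes a regulator of glycolytic flux, was lower, with a ratio of 0.738 [0.547–0.987], and Pfkfb3 had a ratio of 1.15 [0.689–1.90].

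The signature of PHD2-deficient BMDM was higher in plaque macrophages as well. Of its 41 measured genes, 34 were higher, with a median log2 ratio of 0.53 [0.41–0.73] (percentile 100). The transcription factor gene Ets1 and Fam214a were its lowest members, with ratios of 0.542 [0.195–1.32] and 0.597 [0.327–1.04]. Scored per cell at equal depth and without Bnip3 and Spp1, the median AUC was 0.0686 (SD 0.0263 between cells) in 412 PHD2 WT macrophages and 0.102 (SD 0.0386) in 300 PHD2cko macrophages with enough UMIs, a difference of 0.0337. The signature shares members with the other lists, and without shared members its median was 0.32. The immunoglobulin gene Igkc is a signature member and was 5.69-fold higher in PHD2cko macrophages, while Iglc2, a light chain of the other type, was lower.

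The macrophage subsets were examined separately to see where the programme lay. Glycolysis genes had a median log2 ratio of 1.01 in resident, 1.04 in inflammatory, 0.87 in TREM2hi and 0.80 in cavity macrophages, and of 1.00 in proliferating cells, with 13 of 13 measured genes higher. The signature gave 0.70, 0.73, 0.85 and 0.87 in these macrophage subsets; without members shared with other lists it gave 0.31 in resident and 0.12 in inflammatory macrophages and turned to -0.14 in cavity macrophages. HIF targets outside glycolysis gave 0.17 [0.03–0.61] in resident, 0.41 in inflammatory, 0.89 in TREM2hi and 0.64 in cavity macrophages. The last value depended on the members counted: HIF targets outside glycolysis in cavity macrophages gave 0.045 when only genes with at least 50 UMIs counted, 0.97 from 5 UMIs on and 0.15 without shared members. Monocytes had medians of 0.17 for the signature, 0.14 for HIF targets and -0.11 for glycolysis, and MoDC/cDC2 had -0.23, -0.23 and -0.31. Neutrophils, in which LysM-Cre is also active, had medians of 0.67 for the signature and 0.42 for glycolysis, and of -0.11 for HIF targets. These neutrophils numbered 37 and 30 cells. The endothelial gene Pecam1 was 4.46-fold higher [2.52–8.49] in the PHD2cko neutrophils, and Tm4sf1 and Aqp1 were 4.71-fold and 4.34-fold higher.

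Cells outside the myeloid lineage, in which PHD2 was not deleted, served as the background. Over all of them together, HIF targets had a median log2 ratio of 0.11 [-0.06 to 0.18] (percentile 93.0), glycolysis genes -0.016 (percentile 41.8) and the signature 0.20 [0.09–0.37] (percentile 99.8). In fibroblasts, glycolysis genes were lower, with a median of -0.22 [-0.32 to -0.11], the signature had -0.15 and HIF targets 0.0049. Under alternatives other than the log-normalized scale, these fibroblast medians ranged from -0.25 to -0.069, from -0.16 to 0.12 and from -0.030 to 0.19. In smooth muscle cells glycolysis genes had 0.13, the signature 0.041 and HIF targets -0.088. In endothelial cells glycolysis genes had 0.19 [0.04–0.29], the signature 0.13 and HIF targets 0.10. The macrophage medians for HIF targets and glycolysis were above the upper bound of the interval in each of these groups.

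**Figure D2:**
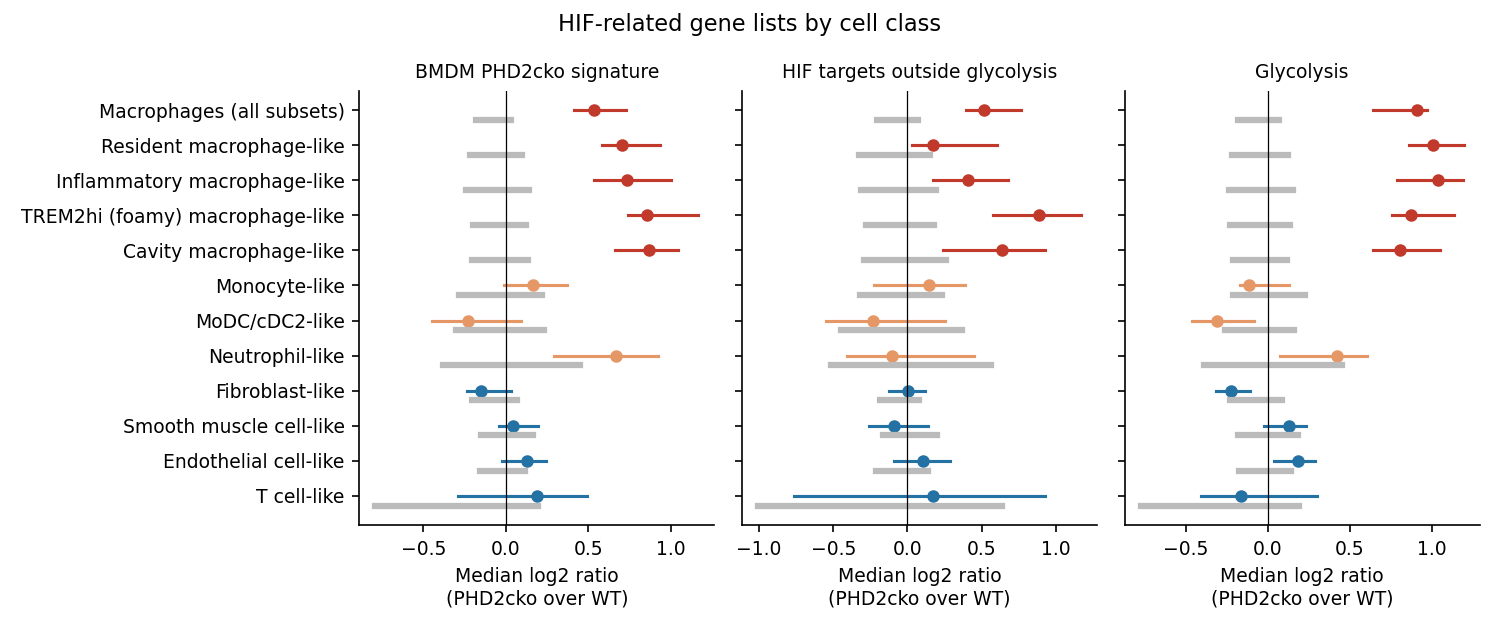
Median log2 ratio of PHD2cko over PHD2 WT by cell class for the BMDM signature, HIF targets and glycolysis genes, with 95% intervals for counting error, in macrophages (red), other myeloid cells (orange) and cells outside the myeloid lineage (blue); grey bars give the central 95% of matched random lists. The medians over all macrophages (0.53, 0.52 and 0.91) lie beyond the grey bars.

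Bnip3, which encodes a mitochondrial protein with roles in cell death and mitophagy and lies on chromosome 7 at 138890836–138909519, was compared because the study linked it to death of PHD2-deficient macrophages. It was higher in PHD2cko macrophages, at 76.4 CPM [64.4–89.9] against 24.6 CPM [19.4–30.8], from 145 and 76 UMIs, a ratio of 3.1 [2.33–4.15]. The ratio was 3.25 [1.85–5.94] in resident, 2.31 [1.33–4.07] in inflammatory, 3.43 [2.03–5.92] in TREM2hi and 4.96 [2.19–12.6] in cavity macrophages. No Bnip3 UMI was found in the few IFNIC macrophages. Monocytes had a ratio of 1.28 [0.660–2.45] and neutrophils 1.33 [0.590–3.21], where a difference was not detectable at this depth. Endothelial cells had 2.13 [1.49–3.08], fibroblasts 1.01 and smooth muscle cells 0.788. Over all cells outside the myeloid lineage the ratio was 1.31 [1.10–1.57].

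Apoptosis genes were not higher as a group. Of 19 measured pro-apoptotic genes, Bnip3 among them, 7 were higher, with a median log2 ratio of -0.094 [-0.24 to 0.03] (percentile 33.8). Besides Bnip3, the death receptor gene Fas was higher, with a ratio of 1.77 [1.21–2.58], while Bbc3, which encodes PUMA, was lower at 0.586 [0.387–0.871] and Bmf had 0.650 [0.279–1.40]. Of 10 anti-apoptotic genes, 1 was higher, with a median of -0.28 [-0.41 to -0.14] (percentile 1.07). The lowest were Bcl2a1d and Bcl2a1a, survival genes of the BCL2 family induced by NF-kB, with ratios of 0.523 and 0.601. The highest were Cflar at 1.03 and Xiap at 0.961, both inhibitors of caspase activation.

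Spp1, which encodes the matricellular cytokine osteopontin and lies on chromosome 5 at 104435118–104441050, was compared as a possible link from macrophages to collagen-producing cells. It was higher in PHD2cko TREM2hi macrophages, at 17984 CPM against 4097 CPM, from 7662 and 3842 UMIs, a ratio of 4.39 [4.22–4.56]. Its UMIs were concentrated in few cells: the 5 richest of the 121 PHD2 WT and of the 68 PHD2cko cells held 51.9% and 49.6% of them, and the median per cell was 4 and 24 UMIs. The ratio was 1.24 [0.899–1.72] in resident, 1.04 in inflammatory and 1.06 in IFNIC macrophages. In cavity macrophages it was 0.468 [0.237–0.870] from 44 and 14 UMIs, a direction that turned when cells were clustered otherwise. In monocytes the ratio was 5.25, with 99.1% of the PHD2cko UMIs in 5 cells. Fewer PHD2cko monocytes had a Spp1 UMI, 10 of 64 against 45 of 94 in PHD2 WT. Spp1 was lower in PHD2cko neutrophils (0.252 [0.179–0.349]), fibroblasts (0.124) and endothelial cells (0.301). In fibroblasts 215 of 530 PHD2 WT and 53 of 287 PHD2cko cells had a Spp1 UMI, with a median of 0 per cell. How much of the Spp1 in these classes was RNA from other cells was not tested. Smooth muscle cells had 18888 and 20065 CPM, with a ratio of 1.06 that was below 1 when these cells were clustered again. In smooth muscle cells, 5 cells held 36.0% of the UMIs in PHD2 WT and 81.0% in PHD2cko, with medians of 1 and 0 per cell.

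The TREM2hi cluster of PHD2cko also had more RNA for genes of lipid-laden cells. Several of these genes, among them Trem2 and Gpnmb, also served to name the cluster and could shape it. A change within its cells therefore cannot be told apart from a shifted edge of the cluster. Trem2, a lipid receptor gene, had a ratio of 1.27 [1.13–1.41] in this subset and of 1.04 [0.963–1.13] in all macrophages. In TREM2hi macrophages 16 of 22 foam cell genes were higher, with a median log2 ratio of 0.46 [0.29–0.55] (percentile 100). This median was 0.18 with the looser cell filter and 0.73 with means of per-cell CPM. Fabp4, a fatty acid carrier gene, was 3.27-fold higher, the lysosomal protease gene Ctsl 3.47-fold, the glycoprotein gene Gpnmb 3.0-fold and the apolipoprotein gene Apoe 1.77-fold. In all macrophages 16 of 22 were higher with a median of 0.17 [0.11–0.21] (percentile 99.97), from Gpnmb at 3.70 [2.89–4.76] and Ctsl at 1.97 [1.82–2.14] down to the tetraspanin gene Cd9 at 0.631 and the proton channel gene Hvcn1 at 0.582. By size, Slc16a3, Mfge8, which encodes a bridging protein for uptake of dying cells, and the sheddase gene Adam8 were 3.90-fold, 3.83-fold and 3.59-fold higher in TREM2hi macrophages, as was Hba-a1. The monocyte chemokine receptor gene Ccr2 was lower there (0.126 [0.0451–0.283]), as were Mgp (0.258), Limd2 (0.296), Il1b (0.326) and St3gal6 (0.358). MHC class II genes were lower in this subset, with a median of -0.82.

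**Figure D3:**
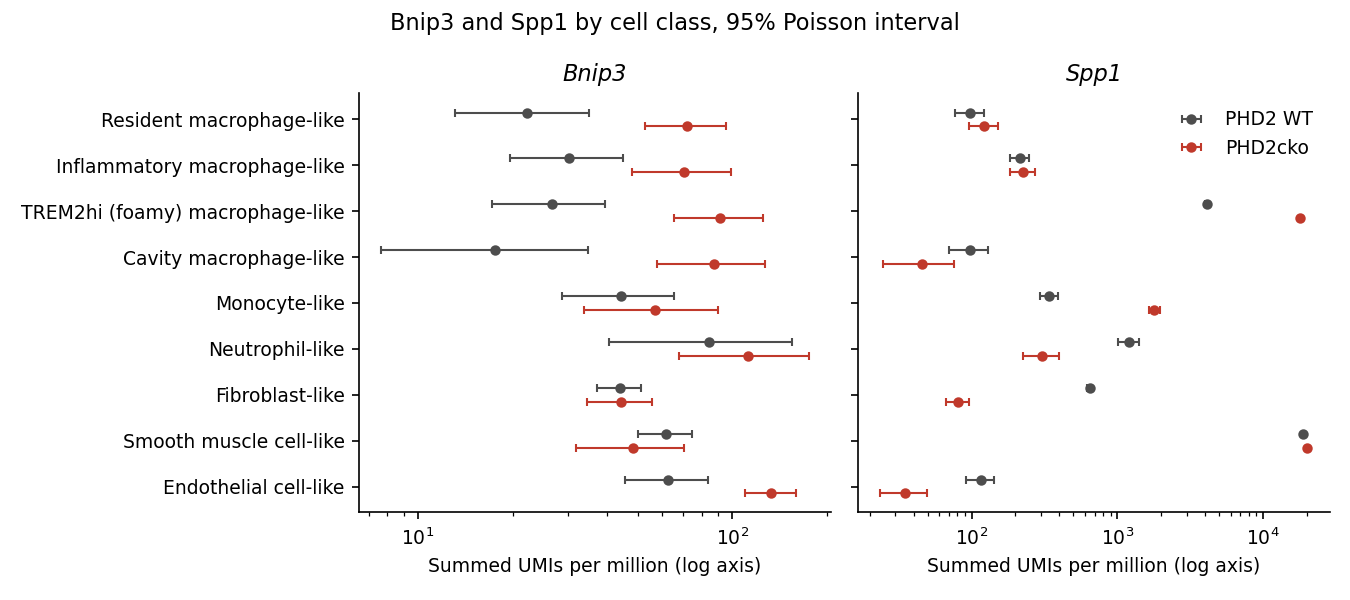
Summed UMIs of Bnip3 and Spp1 in CPM by cell class on a log axis, with exact 95% Poisson intervals, for PHD2 WT (grey) and PHD2cko (red), 1 library each. Bnip3 was higher in PHD2cko in resident, inflammatory, TREM2hi and cavity macrophages, and Spp1 was 4.39-fold higher in TREM2hi macrophages.

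Inflammatory genes were lower in PHD2cko macrophages and interferon-induced genes higher. Of 20 inflammatory NF-kB genes, 6 were higher, with a median log2 ratio of -0.35 [-0.52 to -0.19], below all matched random lists (percentile 0). The cytokine genes Tnf and Il1b had ratios of 0.376 [0.276–0.505] and 0.397 [0.348–0.451], while the chemokine gene Cxcl1 and Il1rn, which encodes the interleukin-1 receptor antagonist, had 1.61 and 1.5. Of 22 interferon-induced genes, 18 were higher with a median of 0.42 [0.23–0.59] (percentile 100). Among them were the antiviral genes Rsad2 (2.67) and Ifit3b (2.48), while Oas1a and Stat1 had ratios of 0.802 and 0.860. The median of the interferon-induced genes was 0.086 with the same subset weights in both libraries. None of 8 MHC class II genes was higher, with a median of -0.21 [-0.24 to -0.16] (percentile 2.31), from H2-Eb1 at 0.794 and H2-Aa at 0.852 to H2-DMb2 at 0.912 and H2-DMa at 0.932. Nuclear oxidative phosphorylation genes had a median of -0.051 [-0.09 to -0.00] with 7 of 26 higher (percentile 38.4), which turned to 0.0083 with TMM normalization; their extremes were Sdha at 0.804, Ndufa4 at 0.831, Atp5g1 at 1.05 and Ndufs7 at 1.11. Proliferation genes had a median of -0.30, with 1 of 7 higher (percentile 6.44), from Top2a at 0.406 and Mcm5 at 0.600 to Pcna at 0.908 and Tubb5 at 1.07.

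Genes by which macrophages act on matrix had no common direction. Of 17 pro-fibrotic ligands, 6 were higher with a median log2 ratio of -0.18 [-0.35 to 0.02] (percentile 3.40). Tgfb1, the transforming growth factor gene, had a ratio of 0.837 [0.735–0.951] and Areg, which encodes amphiregulin, 0.271, while the growth factor gene Pdgfc had 1.79 and Spp1 3.08 [2.96–3.19]; the difference of mean log-normalized Spp1 values over all macrophages was -0.018. Of 15 matrix proteases and inhibitors, 8 were higher, with a median of 0.015 (percentile 81.9); Mmp19 and Adam8 had ratios of 2.42 and 1.97, Mmp3 had 0.458, and Mmp13 had 35 UMIs in PHD2 WT and 1 in PHD2cko, a ratio of 0.0464 [0.00114–0.276]. With a looser cell filter this median was -0.45.

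Transcripts of other cell types differed between the macrophages of both libraries. Contractile genes of smooth muscle had a median log2 ratio of -1.43 with 0 of 6 higher, from Acta2 at 0.249 and Tpm2 at 0.325 to Mylk at 0.542 and Tpm1 at 0.893. Non-collagen matrix genes had -0.71 with 4 of 17 higher, Eln and Lum being lowest (0.210 and 0.275, with Eln turning to log2 0.33 without integration and 0.32 with the compared genes as clustering features) and Fbn1 and Fbln5 highest (3.02 and 1.42). Collagens had -0.096 with 2 of 5 higher (percentile 49.9), from Col1a1 at 0.313 and Col14a1 at 0.705 to Col6a2 at 1.08 and Col3a1 at 1.35, and the collagen median was -1.28 with the looser cell filter and -0.73 with means of per-cell CPM. Erythroid genes were higher, with a median of 1.78 and 4 of 4 higher, and immunoglobulin genes had -0.96 with 1 of 4 higher. Mitochondrially encoded genes had -0.36 with 0 of 12 higher, mt-Nd4l and mt-Nd5 being lowest (0.565 and 0.725) and mt-Co1 and mt-Co3 highest (0.944 and 0.895). Dissociation and immediate-early genes had -0.013 with 11 of 23 higher (percentile 77.6), from Nr4a1 at 0.703 and Egr1 at 0.715 to Dnaja1 at 1.42 and Dnajb1 at 1.48. Sex-linked genes had -0.36 with 1 of 4 higher (percentile 7.96), and fewer than 3 neutrophil granule genes were measured in macrophages. The median over all 9288 measured genes was -0.070.

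By size, the acute-phase gene Saa3 had the largest ratio among macrophage genes that were higher in every sizeable subset, at 15.5 [14.2–16.9]. Of its PHD2cko UMIs, 75.2% lay in 5 cells and 87.2% in 1 small cluster of cavity macrophages; in resident macrophages it had 641 UMIs in PHD2cko and 9 in PHD2 WT. Next came Ddit4, the B cell chemokine gene Cxcl13 at 8.04 [6.78–9.57], Ankrd37, Igkc and the glucocorticoid-induced chaperone gene Fkbp5 at 5.48 [3.53–8.76]. Cxcl13 was concentrated too, with 84.6% of its PHD2cko UMIs in the same small cluster and 69.0% in 5 cells; resident macrophages had 110 and 112 UMIs, and without cavity macrophages its log2 ratio was 0.87. Hba-a2 (3.89), Slc16a3, the calprotectin gene S100a8 (3.76) and Hba-a1 (3.71) completed the higher genes. The genes with the lowest ratios were Iglc2 (0.120 [0.0721–0.189]), Acta2, Lum, the iron-sulphur assembly gene Ciapin1 (0.320), Zmynd15 (0.337), the clusterin gene Clu (0.344), the matrix gene Sparc (0.387), Il1b, Vps11 (0.402) and Ide (0.406), which encodes insulin-degrading enzyme. Acta2, Lum and Sparc are abundant in smooth muscle cells and fibroblasts, and Hba-a1, Hba-a2, Igkc and Iglc2 belong to red cells and plasma cells.

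**Figure D4:**
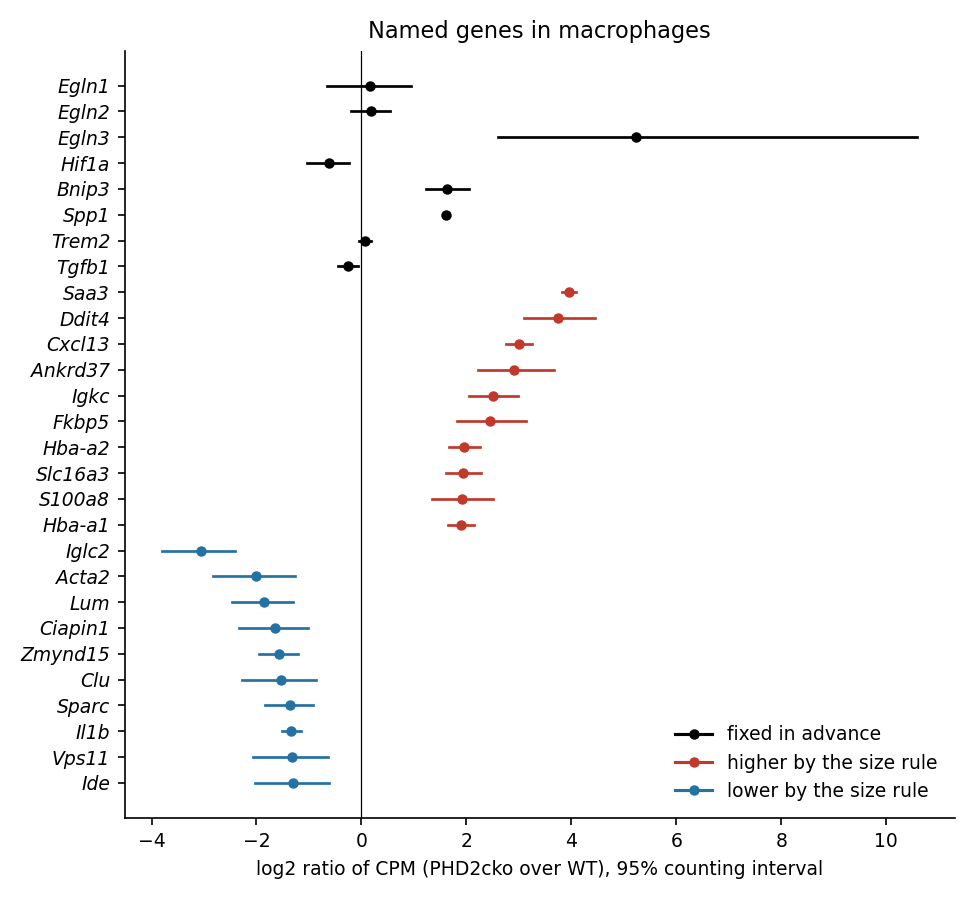
Log2 ratio of CPM of PHD2cko over PHD2 WT in macrophages, with exact 95% intervals for counting error, for the genes fixed in advance, Epas1 left out (black), and those named by size (red, higher; blue, lower); 1 library per genotype. Among the genes named by size, Saa3 lies at the upper end (15.5-fold) and Iglc2 at the lower (0.120-fold).

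Collagen genes were compared in the matrix-producing cells because the study examined fibrosis. In fibroblasts, 11 of 18 collagens were higher, with a median log2 ratio of 0.086 [-0.05 to 0.14] (percentile 96.3), which turned to -0.054 together with smooth muscle cells and to -0.10 when the cells were clustered again. Col8a1 and Col14a1 had ratios of 1.44 and 1.23, and the fibrillar collagens Col3a1 and Col1a1 had 1.05 and 0.874. In smooth muscle cells, 4 of 17 collagens were higher, with a median of -0.51 [-0.64 to -0.28]; Col1a1 had a ratio of 0.314 and the basement membrane collagen Col4a1 1.35. Clustered again, with chondrocyte-like cells then in clusters of their own, smooth muscle cells had a collagen median of 0.27. Non-collagen matrix genes had medians of -0.12 in fibroblasts and -0.22 in smooth muscle cells, and contractile genes -1.11 and 0.11.

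By size, the lowest ratios in the smooth muscle class were 0.0690 [0.0569–0.0830] for Col2a1, the collagen of cartilage, 0.0753 for the fibromodulin gene Fmod, 0.0484 for Scrg1 and 0.105 for Tnfaip6, besides Iglc2. The class held chondrocyte-like cells that stood apart when clustered again, 63 of its 186 PHD2 WT cells and 17 of its 74 PHD2cko cells. Higher in the class were Chil1 (37.2), Saa3 (35.8), the collagenase gene Mmp13 (31.7), Mafb (12.5) and Gadd45a (10.8). In fibroblasts, the bone matrix gene Ibsp had 209 UMIs in PHD2 WT and none in PHD2cko, at least 32.8-fold lower, and the cytokine gene Il6 and the chemokine gene Cxcl2 had ratios of 0.104 and 0.0607 [0.0123–0.182], Slurp1 0.0753 and Chil1 0.0890. When clustered again, 95 of the 530 PHD2 WT and 30 of the 287 PHD2cko cells of this class fell in a cluster of modulated smooth muscle or chondrocyte-like cells, as did 2 further PHD2 WT cells in another, so such cells may contribute to the lower Ibsp, Chil1 and Spp1. Serpina1b had no UMI in PHD2 WT and 111 in PHD2cko, at least 78.7-fold higher. Cxcl13 had a ratio of 34.7, with 89.3% of its PHD2cko UMIs in 5 cells, and the interferon-inducible genes Ifi205 and Ifi207 had 5.47 and 4.50. Ifi205 was a leading gene of an unnamed cluster that appeared when cells were clustered again. It held 55 of the 530 PHD2 WT and 64 of the 287 PHD2cko cells of this class, so the mix may contribute to the higher Ifi205. Igkc was higher as well, and the fibroblast cluster held plasma cells: 5 PHD2 WT cells with 55343 UMIs of Iglc2 and 3 of Igkc, and 7 PHD2cko cells with 36129 UMIs of Igkc and 3655 of Iglc2. In endothelial cells Igkc (7.66), S100a8 (3.30), the metallothionein gene Mt1 (2.97) and Rnd1 (2.93) were higher and the haemoglobin genes lower (0.197 to 0.256), with an erythroid median of -2.04.

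The study set PHD2cko macrophages with a high signature score against PHD2 WT macrophages with a low score, and took the upper quartile of PHD2cko macrophages as the limit. Here the limit was first set over the macrophages of both libraries. At the upper quartile of all macrophages, an AUC of 0.123, 153 PHD2cko cells (46.4%) and 39 PHD2 WT cells (8.92%) lay above it. Cells above also had more UMIs, with medians of 11374 against 6589.5 in PHD2 WT and 6358 against 4837 in PHD2cko, and 14288 against 6612 and 7001 against 4517 in TREM2hi macrophages. Between the 153 PHD2cko cells above and the 398 PHD2 WT cells below, the log2 ratio of Bnip3 was 2.10. That of Spp1 in TREM2hi macrophages was 3.03, from 43 PHD2cko cells above and 104 PHD2 WT cells below. With the quartile taken over PHD2cko macrophages alone, 83 PHD2cko cells stood against 430 PHD2 WT cells, with a log2 ratio of 2.40 for Bnip3. For Spp1 in TREM2hi macrophages, 28 PHD2cko cells stood against 114 PHD2 WT cells, with a log2 ratio of 2.72. Within PHD2 WT, cells above over cells below the quartile of all macrophages had -0.73 [-2.09 to 0.39] for Bnip3. For Spp1 in TREM2hi macrophages the value was 1.55, from 17 cells above and 104 below. Within PHD2cko the values were 1.73 for Bnip3 and 2.31 for Spp1.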

Values the study reported

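The study pooled aortic arches of 11 PHD2 WT and 9 PHD2cko mice for single-cell sequencing. It examined 1119 myeloid leucocytes in 12 clusters. In macrophages it set 79 PHD2cko cells with a high signature score against 419 PHD2 WT cells with a low score. Bnip3 was described as higher in all macrophage subsets but not in neutrophils, and Spp1 as higher in the TREM2hi subset. The TREM2hi gene signature as a whole was described as not enhanced, and lipid uptake of cultured PHD2cko macrophages as reduced.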

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

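The alternatives that clustered cells outside the myeloid lineage again, left out cavity macrophages, took the quartile over PHD2cko cells alone, thinned cells to 1000 UMIs, or left out plasma cells, immunoglobulin members of the signature or glucocorticoid-induced HIF targets were chosen after the data were seen. No paired analysis was possible because each genotype gave 1 pool and 1 library. With 1 library per genotype no result carries a test and only sizes and directions can be compared between settings; ratios of genes with few UMIs, such as Egln1, are limited by depth. Some clusterings did not separate IFNIC, proliferating or mature dendritic cells, which then had no value. For the list medians in macrophages and the principal shares and genes, 535 values under alternatives stayed within the counting interval, 80 moved outside it, some to the other side of 0 where the interval of the primary value reached 0, and 2 reversed; for other values these numbers were 1862, 206 and 11. Over 16 settings the median log2 ratio in macrophages ranged from 0.46 to 0.67 for HIF targets and from 0.32 to 0.81 for the signature. Over 15 settings it ranged from 0.61 to 1.01 for glycolysis and from -0.41 to -0.22 for inflammatory genes. These ranges leave out the log-normalized scale and the selections of cells by the score. Without plasma cells the collagen median in fibroblasts was 0.13. The cause was not tested for any of the values below; all are log2 ratios in macrophages unless another class or unit is named.

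Differences of mean log-normalized values, which lie on another scale, were 0.056 for the BMDM PHD2cko signature, 0.057 for HIF targets, 0.37 for glycolysis, -0.098 for anti-apoptotic genes, -0.14 for inflammatory genes, 0.0021 for Interferon-induced genes in macrophages, 0.044 for foam cell genes, -0.070 for non-collagen matrix genes, -0.080 for contractile genes, -0.043 for proliferation genes, -0.16 for immediate-early genes, 0.88 for erythroid genes, -0.33 for immunoglobulin genes, -0.27 for mitochondrially encoded genes, 0.0035 for the BMDM PHD2cko signature outside the myeloid lineage, 0.27 for Bnip3 and 1.95 for Spp1 in TREM2hi macrophages, and, with the opposite sign, -0.018 for Spp1, -0.61 for Spp1 in monocytes and -1.30 for Spp1 in smooth muscle cells. With the compared genes kept among the clustering features, values were 1.96 for Spp1 in TREM2hi macrophages, 35.6% for the inflammatory macrophage share of macrophages in PHD2 WT, 2.37% for the B cell share of kept cells in PHD2 WT and 4.96% for the B cell share of kept cells in PHD2cko, and, with the opposite sign, 0.32 for Eln and 0.34 for Spp1 in cavity macrophages, and, across 0 from a primary value whose interval reached 0, 0.059 for glycolysis outside the myeloid lineage. No upper limit on genes and a mitochondrial share of up to 20% gave -0.14 for MHC class II genes, 0.079 for foam cell genes, -1.28 for collagens, -1.26 for non-collagen matrix genes, 1.97 for Spp1 in TREM2hi macrophages, 14.6% for the smooth muscle cell share of kept cells in PHD2 WT, 2.6% for the B cell share of kept cells in PHD2 WT and 4.75% for the B cell share of kept cells in PHD2cko, and, across 0 from a primary value whose interval reached 0, -0.45 for matrix proteases and 0.12 for glycolysis outside the myeloid lineage. Leaving out members shared between lists gave 0.32 for the BMDM PHD2cko signature, 0.61 for glycolysis and 0.10 for foam cell genes, and, with the opposite sign, -0.14 for the BMDM PHD2cko signature in cavity macrophages. Within PHD2cko, cells above over cells below the pooled upper quartile of the score gave 0.91 for the BMDM PHD2cko signature and 2.31 for Spp1 in TREM2hi macrophages. PHD2cko cells above over PHD2 WT cells below that quartile gave 0.99 for the BMDM PHD2cko signature, 0.86 for HIF targets, 2.10 for Bnip3 and 3.03 for Spp1 in TREM2hi macrophages. Within PHD2 WT, cells above over cells below it gave 0.0053 for HIF targets and 1.55 for Spp1 in TREM2hi macrophages, and, with the opposite sign, -0.73 for Bnip3. The upper quartile of PHD2cko cells alone gave 1.06 for the BMDM PHD2cko signature, 1.04 for HIF targets, 2.40 for Bnip3 and 2.72 for Spp1 in TREM2hi macrophages. Means of per-cell CPM were 0.81 for the BMDM PHD2cko signature, -0.26 for MHC class II genes, 0.22 for foam cell genes, -0.73 for collagens and 2.29 for Spp1 in TREM2hi macrophages. Clustering the cells outside the myeloid lineage again gave, with the opposite sign, 0.27 for collagens in smooth muscle cells and -2.12 for Spp1 in smooth muscle cells, and, across 0 from a primary value whose interval reached 0, -0.10 for collagens in fibroblasts. Fibroblasts and smooth muscle cells together gave, across 0 from a primary value whose interval reached 0, -0.054 for collagens in fibroblasts. TMM normalization gave -0.15 for MHC class II genes and 0.22 for foam cell genes, and, with the opposite sign, 0.0083 for oxidative phosphorylation, and, across 0 from a primary value whose interval reached 0, 0.046 for immediate-early genes. The same subset weights in both libraries gave 1.01 for glycolysis, 0.086 for interferon-induced genes, -0.25 for MHC class II genes and 0.26 for foam cell genes. Across 0 from a primary value whose interval reached 0, they gave 0.027 for immediate-early genes. Thinning cells to 2000 UMIs gave -0.24 for MHC class II genes, 0.22 for foam cell genes, 0.22 for matrix proteases, -1.09 for non-collagen matrix genes, 2.06 for erythroid genes and 2.27 for Spp1 in TREM2hi macrophages, and, across 0 from a primary value whose interval reached 0, 0.059 for glycolysis outside the myeloid lineage and -1.35 for Egln1. Merging the libraries without integration gave, with the opposite sign, 0.33 for Eln and 0.26 for Spp1 in cavity macrophages. A minimum of 1000 genes per cell gave -0.15 for MHC class II genes, 2.00 for Spp1 in TREM2hi macrophages, 17.6% for the monocyte share of myeloid cells in PHD2 WT, 10.4% for the endothelial cell share of kept cells in PHD2 WT, 17.2% for the monocyte share of myeloid cells in PHD2cko and 8.06% for the smooth muscle cell share of kept cells in PHD2cko. Without cavity macrophages, values were 0.10 for foam cell genes and -0.075 for proliferation genes. Without the 5 cells richest in the gene per library, the value was 2.26 for Spp1 in TREM2hi macrophages. Without called doublets, the value was, with the opposite sign, 0.33 for Spp1 in cavity macrophages. Thinning to 1000 UMIs gave a score difference of 0.0218.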

Other observations

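The tests of HIF activation and of tissue handling for the glucocorticoid-induced genes were chosen only after the results were seen.

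Lower inflammatory genes were not limited to macrophages. Their median log2 ratio was -1.69 in neutrophils (1 of 14 higher), -0.74 in smooth muscle cells (2 of 14) and -0.47 in fibroblasts (4 of 17). The neutrophils of PHD2cko had a median of 4879 UMIs against 2141 and more RNA of the endothelial genes Pecam1 (4.46-fold) and Epas1 (2 and 32 UMIs), so their values may include RNA of endothelial cells. In neutrophils the chemokine genes Ccl3, Ccl4 and Cxcl2 had ratios of 0.0187, 0.0949 and 0.180, and in resident macrophages Ccl4 and Ccl2 had 0.205 and 0.276. MHC class II genes had a median of -1.18 in monocytes (1 of 7 higher) and -1.36 in fibroblasts (0 of 6), whereas in the few IFNIC macrophages H2-Aa had a ratio of 4.17 and the invariant chain gene Cd74 3.35. Monocytes of PHD2cko had more RNA of neutrophil granule genes, with a median of 4.19 (8 of 8 higher): S100a9 was 17.6-fold higher, and the antimicrobial peptide gene Camp had 125 UMIs against none, at least 74.3-fold higher. Neutrophils or their RNA within the monocyte cluster may contribute, which was not tested. The complement genes C1qa and C1qb were lower in monocytes (0.207 and 0.264).

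In inflammatory macrophages Ddit4 (47.0 [17.8–176]), Retnla (7.81), which marks alternatively activated macrophages, the prostaglandin-degrading enzyme gene Hpgd (6.01), Ecm1 (4.78) and Mif (4.21) were higher, and Ch25h, which encodes an oxysterol-producing enzyme, was lower (0.194). Proliferating cells had higher Nkg7 (5.52), Spp1 (4.73 [3.80–5.92]) and Mif (2.86) and lower Retnla (0.00615 [0.000743–0.0223]); of the 309 PHD2cko Spp1 UMIs 94.2% lay in 5 of 18 cells, and the median per cell was 1.5 in both groups. Cavity macrophages had higher Cxcl13 (19.7), the elastase gene Mmp12 (4.51) and the transferrin gene Trf (4.15). The class joined 2 clusters in different proportions, with 10 of 53 PHD2 WT and 15 of 46 PHD2cko cells in the smaller, which held all of its Cxcl13 UMIs; within that cluster the ratio of Cxcl13 was 11.5 [8.62–15.6], and within the larger that of Mmp12 was 5.94. The female-specific transcript Xist had 0 UMIs among 10509060 and 6075847 UMIs of kept cells, and Y-linked Ddx3y had 584 and 417.

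HIF targets outside glycolysis were higher in PHD2cko macrophages, with a median log2 ratio of 0.52. A difference of the whole library as the main source should have raised them clearly outside the myeloid lineage as well, but the median there was 0.11. A smaller part shared by the whole library is not excluded, since Bnip3 and Ddit4 were also higher there. Subset mix as the source should have brought the median down when removed, but it was 0.56 with the same subset weights in both libraries. With each cell thinned to 2000 UMIs the median was 0.67. The ratio was already scaled to the total UMIs of each class, so thinning could hardly lower it and cannot decide on depth. The values are consistent with an effect of PHD2 loss in macrophages, as a hypothesis. Any other difference between the 2 pools that acts on macrophages alone stays open and was not tested.

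Bnip3 and Spp1 had larger ratios between cells selected by the signature score than between all cells. For Spp1, selection within PHD2 WT TREM2hi macrophages alone gave a log2 ratio of 1.55, from 17 cells above the quartile and 104 below. Selection may account for part of the gain, but with so few cells above its share is not settled. Depth may contribute too, since the cells above the quartile had a median of 14288 UMIs against 6612 in PHD2 WT. The unselected log2 ratio of Spp1 was 2.13 with all cells and 2.26 without the 5 richest cells per library. This argues against these richest cells as its whole source. Whether the edge of the cluster contributes cannot be told apart from genotype, as Spp1 over all macrophages had a log2 ratio of 1.62 from summed UMIs but a difference of -0.018 in mean log-normalized values. For Bnip3, selection within PHD2 WT gave -0.73 and within PHD2cko 1.73, and its share cannot be told apart from that of genotype because only 39 PHD2 WT cells lay above the quartile. A biological difference between high-score and low-score cells was not tested.

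Genes induced by glucocorticoids were higher in several cell types of the PHD2cko library, with ratios for Fkbp5 of 5.48 in macrophages, 4.61 in endothelial cells, 3.87 in smooth muscle cells and 1.83 in fibroblasts, and for Zbtb16 of 2.82, 2.33, 2.41 and 3.08. Of the 11 list members not looked at beforehand, 10 were measured outside the myeloid lineage and 6 were higher, against 5 in random lists. Their median there lay at percentile 99.9 of matched random lists. It was 0.44 in fibroblasts, 0.65 in endothelial cells, 0.022 in smooth muscle cells and 0.22 [-0.07 to 0.43] in macrophages. The pooled cells also differed in mix. The whole list had -0.038 in TREM2hi macrophages, and Sgk1 and Dusp1 had ratios of 0.672 and 1.01 in macrophages. Outside the myeloid lineage the list had a median of 0.49 both with and without its HIF targets, so the rise there does not rest on HIF targets. An indirect effect of HIF activation in the cells that lost PHD2 stays open. Immediate-early and dissociation genes had a median of -0.12 there. This argues against a stronger dissociation response in PHD2cko but does not cover other differences in tissue handling. A candidate explanation is a difference in glucocorticoid exposure between the pools. Its origin, and whether it follows the genotype, stays open with 1 pool each.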
